# Transcriptome profiling of interaction effects of soybean cyst nematodes and soybean aphids on soybean

**DOI:** 10.1038/s41597-019-0140-4

**Published:** 2019-07-24

**Authors:** Surendra Neupane, Febina M. Mathew, Adam J. Varenhorst, Madhav P. Nepal

**Keywords:** Biotic, Transcriptomics, RNA sequencing

## Abstract

Soybean aphid (*Aphis glycines*; SBA) and soybean cyst nematode (*Heterodera glycines*; SCN) are two major pests of soybean (*Glycine max*) in the United States of America. This study aims to characterize three-way interactions among soybean, SBA, and SCN using both demographic and genetic datasets. SCN-resistant and SCN-susceptible soybean cultivars with a combination of soybean aphids (biotype 1) and SCN (HG type 0) in a randomized complete block design (RCBD) with six blocks were used to evaluate the three-way interactions in a greenhouse setup. Treatments receiving SCN were infested at planting with 2000 nematode eggs, and the treatments with soybean aphids were infested at second trifoliate growth stage (V2) with 15 soybean aphids. The whole roots were sampled from plants at 5 and 30 days post SBA infestation for RNA sequencing using Illumina Hiseq. 3000. The data comprises of 47 libraries that are useful for further analyses of important genes, which are involved in interaction effects of SBA and SCN on soybean.

## Abstract (summary)

**Table:** 

Design Type(s)	transcription profiling design • randomized complete block design • strain comparison design • stimulus or stress design
Measurement Type(s)	transcription profiling assay
Technology Type(s)	RNA sequencing
Factor Type(s)	cultivar • temporal_interval • experimental condition • biological replicate
Sample Characteristic(s)	Glycine max • root • cropland biome

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

Soybean [*Glycine max* (L.) Merr.], considered as the source of high-quality sugar, protein, and oil, is one of the most important crops worldwide^1^. Soybean aphid (SBA), *Aphis glycines* Matsumura (Hemiptera: Aphididae) and soybean cyst nematode (SCN), *Heterodera glycines* Ichinohe (Tylenchida: Heteroderidae) are the two most economically important pests of soybean in the Midwestern United States^2,3^. Soybean aphid, an aboveground herbivore (pest), feeds on phloem sap whereas SCN, a belowground pest, infests the soybean roots. These infestations can co-occur and amplify further reduction in soybean yield^4,5^. In the United States, annual economic losses due to the SBA and SCN have been estimated to be approximately $4 billion and $1.3 billion, respectively^6–8^. To counteract these devastating pests, farmers rely on various management strategies that include host plant resistance and chemical measures^9–11^. For SBA, dependency on the use of chemical management has resulted in pyrethroid resistance in SBA populations in Iowa, Minnesota, North Dakota and South Dakota as well as the impacts on non-target beneficial organisms^12,13^. In addition, the long-term use of SCN resistance has resulted in SCN populations that are capable of overcoming the resistance genes (i.e., HG types)^14^. Although host plant resistance has not been implemented on a large scale for SBA management, multiple virulent SBA biotypes have been discovered in the U.S. Virulent SBA biotypes and SCN races threaten the sustainability of host plant resistance for these two pests^14–17^. Thus, genetic data generated from greenhouse experiments on the effects of SBA and SCN on soybean cultivars are of tremendous importance for unraveling resistance genes and regulatory networks that can potentially be used for developing durable resistance in soybean to both pests.

Although above- and below- ground herbivores are spatially segregated, they both share the host plant through systemic tissues and are able to influence each other^18^. Previously, the influence of SCN on soybean aphid infestation or *vice versa* has been studied on soybean using demographic datasets^4,5,19–21^. McCarville, *et al*.^4^ conducted experiments on various soybean cultivars [SCN susceptible (DK 28–52, IA 3018, IA 3041) and SCN resistant (DK 27–52, AG 2821 V, IA 3028)] to understand the effect of SBA, SCN, and fungus *Cadophora gregata* (Allington & Chamberlain) Harrington & McNew on soybean. Their study showed 5.24 times increase in SCN reproduction in the presence of soybean aphid and the fungus. In contrast, the aphid population decreased by 26.4% in the presence of SCN and *C*. *gregata* and the aphid exposure reduced by 19.8% in SCN resistant cultivars. Later, McCarville, *et al*.^5^ demonstrated the relationship between the aboveground feeding of soybean aphid and belowground reproduction of SCN in the SCN resistant Dekalb 27–52 (PI 88788 derived) cultivar, and SCN susceptible Kenwood 94 cultivar. In 30 days, both SCN eggs and the number of females increased by 33% in SCN-resistant cultivar and reduced by 50% in the SCN-susceptible cultivar. In 60 days, the number of SCN eggs and female count remained unaffected in the resistant cultivar but decreased in the susceptible cultivar. The authors concluded that soybean aphid feeding improved the quality of soybean as a host for SCN but this result was varied significantly with the cultivar and length of the experiment. Apart from these demographic studies, molecular characterization of SBA-SCN-soybean interaction has not been reported previously.

RNA-Sequencing (RNA-Seq) has been a standard tool for studying qualitative and quantitative gene expression assays that provide information on transcript abundance with their variation^22,23^. The major objective of this study was to evaluate differential gene expression of soybean plants that are infested with SCN in the presence or absence of SBA. To achieve the objective, we conducted experiments on two genotypes of *G*. *max* [*H*. *glycines* susceptible Williams 82 (PI518671), and *H*. *glycines* resistant MN1806CN] that were infested with biotype 1 SBA and HG Type 0 SCN for RNA-sequencing. More than 1.1 billion reads (61.4 GB) of transcriptomic data were obtained from 47 samples derived from the experiment using whole roots of *G*. *max*. An overview of the experimental design, methods and transcriptome analysis pipeline is shown in Fig. 1a–c, respectively. A comprehensive understanding of these transcriptome data will enhance our understanding of interactions among soybean, SBA, and SCN at the molecular level. The rapid advancement of bioinformatics tools is facilitating the search of candidate genes and their function that might play a crucial role in various pathways for host resistance against both herbivores.

**Fig. 1:**
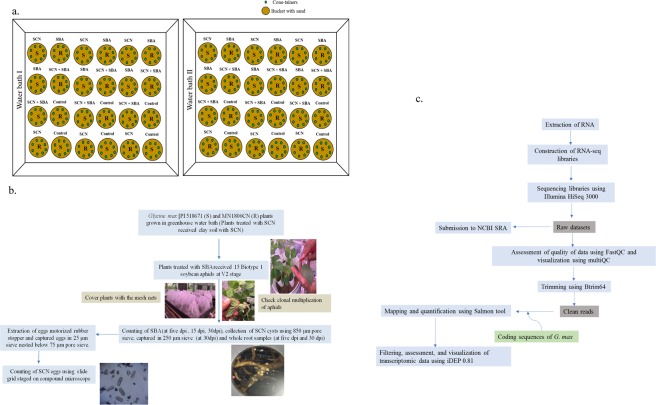
An overview of greenhouse experiments and transcriptomic data analysis pipeline. (**a**) A randomized complete block design (RCBD) using two water baths (Water bath I and Water bath II), (**b**) A flow chart representing experimental methods used for soybean cyst nematode and soybean aphid interaction using two cultivars of soybean, and (**c**) A flow chart showing RNA-seq data analysis pipeline.

## Methods

### Plant material, soybean aphid, and SCN

Two cultivars of soybean– Williams 82 (PI518671) and MN1806CN were used in this experiment. Williams 82 is susceptible to both HG Type 0 (race 3) of the SCN and SBA. MN1806CN is resistant to HG Type 0 (race 3) of the SCN but susceptible to SBA. Soybean aphid biotype 1 populations were originally obtained from the Ohio State University and were reared on susceptible cultivar LD12-15838R at South Dakota State University. This biotype is defined by an avirulent response to all known SBA resistance (*Rag*) genes and was first identified in Illinois^24^. The SCN population used was HG type 0, which is defined by having less than 10% reproduction documented by studies of SCN resistance and is avirulent to all SCN resistance genes in soybean.

### Experimental design and sample collection

A greenhouse experiment was designed using a randomized complete block design (RCBD) with eight treatments (four treatments per cultivars) with eight experimental units (plants) in six blocks. The treatments were factors of soybean genotype, SBA infestation, and SCN infestation. For examples, each of the soybean genotypes received one of the following combinations: SCN:no SBA, no SCN:SBA, SCN:SBA, or no SBA:no SCN (control).

For this experiment, the soil-sand mixture was prepared by adding construction sand and clay soil including SCN infested clay soil in the ratio of 3:1. The 125 cc of the mixture was distributed in cone-tainers (diameter of 3.8 cm, a depth of 21 cm and a volume of 164 cc; Greenhouse Megastore, USA). For SCN included treatments, each cone-tainer received approximately 2,000 SCN eggs. The cone-tainers with three soybean seeds were arranged in a 2.0 U.S. gallon (7.57 liter) plastic buckets (Leaktite, USA) filled with construction sand (Quikrete, GA). These buckets were kept in a water bath for maintaining soil temperature between 26.7 °C and 28.9 °C to ensure the reproduction of SCN (i.e. ~30 days)^5^. The temperature of the water bathes were regularly monitored using thermometers. The plants were grown under 16:8 (L:D) in a greenhouse with a temperature of 28 °C and 45% relative humidity. The plants were thinned down to one plant per cone-tainer upon reaching the second vegetative growth stage (V2). The V2-staged plants with the SBA included treatments were infested with 15 mixed age (i.e., fourth instar nymphs and adults) biotype 1 SBA using a 000 fine tip paintbrush (Winsor & Newton, England). The SBA were applied on the abaxial surface of the first trifoliate of V2-staged plants. All plants in each bucket were covered with a large no-see-um mesh net (Quest Outfitters, Sarasota, FL) to prevent inter-bucket movement of aphids. After SBA infestation, soybean plants were regularly checked to confirm the successful establishment of soybean aphids. Soybean aphid populations were counted at 5, 15, and 30 days post infestation (dpi). For SBA only treatment, the populations on the two soybean varieties were not significantly different, indicating that both lines were susceptible to SBA. SCN eggs were sampled at 30 dpi. The whole roots were collected on 5 and 30 dpi by snap freezing in liquid Nitrogen and stored at −80 °C for further analysis. The 5 dpi and 30 dpi root samples treated with each treatment were collected from Water bath I and Water bath II, respectively, representing each plant from three blocks (three biological replicates). The SCN soil and SCN infested roots were used for SCN cysts collection (except root samples collected for transcriptomic study) and the soil was examined for SCN counts.

### RNA extraction, library construction, and RNA sequencing

RNA was extracted from all samples representing three biological replicates of each treatment that constituted 24 samples collected at 5 and 30 dpi each. As the major foci of the project were to determine whether the gene expression differed between SCN resistant and SCN susceptible soybeans, and to evaluate the gene expression of soybeans that were dual infested with SCN and SBA, we selected two timepoints (5 and 30 dpi). We selected 30 dpi to observe gene expression of treatment effects on a single generation of SCN reproduction keeping 5 dpi as a reference in the presence or absence of SBA. Frozen root samples from each treatment were grounded in liquid nitrogen with a mortar and pestle to a fine powder followed by total RNA extraction using PureLink RNA mini kit (Invitrogen, USA). RNA samples were treated with TURBO^TM^ DNase (Invitrogen, USA) to remove any DNA contamination following the manufacturer’s instructions. Assessment of the isolated RNA integrity was performed by 1% agarose gel electrophoresis, and RNA concentration was measured by Nanodrop 2000 (Thermo Fisher Scientific, USA). The cDNA libraries were constructed using NEBNext Ultra II RNA library 96 single index prep kit and sequenced using Illumina HiSeq. 3000 (single read end utilizing 100 bases read length) at Iowa State University Sequencing Facilities.

### Pre-processing of sequencing data

Quality control of reads was assessed using FastQC program (version 0.11.3) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^25^. The FastQC results were visualized using MultiQC v1.3^26^, and low quality bases (QC value < 20; 5-bp window size) were removed by trimming in the program Btrim64 (version 0.2.0)^27^. High-quality single-end reads were mapped against the primary coding sequences of *G*. *max*. The coding sequences (*Gmax: Gmax_275_Wm82*.*a2*.*v1*.*transcript_primaryTranscriptOnly*.*fa*.*gz*) were obtained from the Phytozome database and aligned using Salmon ver.0.9.1^28^ accessed from Bioconda^29^. Downstream analyses of the quantified transcript reads were performed using integrated Differential Expression and Pathway analysis (iDEP 0.81, R/Bioconductor packages)^30^. The quantified transcript reads were filtered with 0.5 counts per million (CPM) in at least one sample and transformed using regularized log (rlog), which is implemented in the DESeq. 2^31^ package.

## Data Records

All sequence reads were deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (accession SRR8427366-SRR8427408) under Bioproject PRJNA514200 (Project ID: SRP178193)^33^ (Table 1). The raw transcript abundance counts for all the samples was deposited at the Gene Expression Omnibus (GEO) database, GSE125103^34^. The transformed transcript abundance counts, hierarchical clustering, correlation matrices, and clusters are available in figshare at: 10.6084/m9.figshare.7755152.v3^32^.

**Table 1:** Statistics of the transcriptomic data using RNA-seq pipeline used in this study.

Sample	Number of raw reads	GC %	Read Length	Trimmed reads	Percentage of clean reads	Mapped Reads	Percentage of mapped reads	Number of Uniquely mapped reads	Percent uniquely mapped	Accession
PI518671_treatment_SCN_30d_R1	29,875,777	44	99	29,868,305	99.97%	26,306,640	88.1	24,916,413	83.4	SRR8427366
PI518671_treatment_SCN_30d_R2	20,569,129	45	99	20,564,513	99.98%	18,327,957	89.1	17,356,148	84.4	SRR8427367
PI518671_treatment_SCN_30d_R3	23,663,582	44	99	23,657,909	99.98%	20,899,976	88.3	19,646,683	83.0	SRR8427368
PI518671_treatment_Aphid_30d_R1	24,553,476	45	99	24,546,368	99.97%	21,032,002	85.7	19,429,157	79.2	SRR8427369
PI518671_treatment_Aphid_30d_R2	25,372,180	45	99	25,364,647	99.97%	22,011,320	86.8	19,706,012	77.7	SRR8427362
PI518671_treatment_Aphid_30d_R3	37,691,731	44	99	37,682,590	99.98%	31,646,750	84.0	29,865,320	79.3	SRR8427363
PI518671_treatment_SCNAphid_30d_R1	23,727,017	45	99	23,721,761	99.98%	21,457,335	90.5	20,276,187	85.5	SRR8427364
PI518671_treatment_SCNAphid_30d_R2	22,378,982	44	99	22,373,777	99.98%	19,622,486	87.7	18,602,604	83.1	SRR8427365
PI518671_treatment_SCNAphid_30d_R3	27,673,846	44	99	27,668,291	99.98%	23,304,305	84.2	22,080,120	79.8	SRR8427370
MN1806CN_treatment_SCN_30d_R1	25,200,882	43	99	25,192,664	99.97%	18,589,872	73.8	17,402,401	69.1	SRR8427371
MN1806CN_treatment_SCN_30d_R2	22,192,100	43	99	22,186,459	99.97%	18,350,922	82.7	17,417,979	78.5	SRR8427383
MN1806CN_treatment_SCN_30d_R3	20,653,286	43	99	20,648,111	99.97%	15,975,636	77.4	15,083,771	73.1	SRR8427384
MN1806CN_treatment_Aphid_30d_R1	20,903,446	44	99	20,896,290	99.97%	17,025,027	81.5	15,982,207	76.5	SRR8427385
MN1806CN_treatment_Aphid_30d_R2	21,708,115	44	99	21,701,712	99.97%	16,458,081	75.8	15,472,937	71.3	SRR8427386
MN1806CN_treatment_Aphid_30d_R3	26,617,069	44	99	26,610,582	99.98%	22,222,510	83.5	21,021,087	79.0	SRR8427387
MN1806CN_treatment_SCNAphid_30d_R1	19,498,275	43	99	19,491,491	99.97%	15,139,964	77.7	14,203,387	72.9	SRR8427388
MN1806CN_treatment_SCNAphid_30d_R2	27,765,044	44	99	27,759,095	99.98%	22,021,174	79.3	20,747,251	74.7	SRR8427389
MN1806CN_treatment_SCNAphid_30d_R3	43,325,617	44	99	43,312,161	99.97%	33,076,203	76.4	29,935,328	69.1	SRR8427390
MN1806CN_treatment_control_30d_R1	24,104,763	45	99	24,099,789	99.98%	18,112,259	75.2	17,132,109	71.1	SRR8427391
MN1806CN_treatment_control_30d_R2	32,183,362	44	99	32,174,938	99.97%	26,274,456	81.7	24,162,028	75.1	SRR8427392
PI518671_treatment_control_30d_R1	20,522,473	44	99	20,518,044	99.98%	17,937,163	87.4	17,022,590	83.0	SRR8427405
PI518671_treatment_control_30d_R2	28,600,503	44	99	28,593,731	99.98%	25,409,842	88.9	24,045,140	84.1	SRR8427404
PI518671_treatment_control_30d_R3	20,577,190	44	99	20,570,977	99.97%	17,574,516	85.4	16,585,012	80.6	SRR8427407
PI518671_treatment_SCN_5d_R1	20,389,378	44	99	20,383,629	99.97%	17,826,706	87.5	16,736,123	82.1	SRR8427406
PI518671_treatment_SCN_5d_R2	10,518,888	44	99	10,516,365	99.98%	9,444,170	89.8	8,950,048	85.1	SRR8427401
PI518671_treatment_SCN_5d_R3	21,303,947	44	99	21,298,111	99.97%	18,909,955	88.8	17,897,118	84.0	SRR8427400
PI518671_treatment_Aphid_5d_R1	20,262,293	45	99	20,256,610	99.97%	18,157,064	89.6	16,851,551	83.2	SRR8427403
PI518671_treatment_Aphid_5d_R2	51,680,716	44	99	51,666,055	99.97%	45,293,720	87.7	42,794,964	82.8	SRR8427402
PI518671_treatment_Aphid_5d_R3	20,328,355	44	99	20,322,387	99.97%	18,171,819	89.4	17,083,986	84.1	SRR8427399
PI518671_treatment_SCNAphid_5d_R1	21,569,888	44	99	21,563,432	99.97%	18,502,664	85.8	17,044,428	79.0	SRR8427398
PI518671_treatment_SCNAphid_5d_R2	57,520,568	44	99	57,503,170	99.97%	47,902,174	83.3	45,268,224	78.7	SRR8427381
PI518671_treatment_SCNAphid_5d_R3	16,889,301	45	99	16,883,954	99.97%	14,700,125	87.1	13,744,624	81.4	SRR8427382
MN1806CN_treatment_SCN_5d_R1	25,443,012	44	99	25,435,147	99.97%	21,929,527	86.2	20,483,059	80.5	SRR8427379
MN1806CN_treatment_SCN_5d_R2	20,043,049	45	99	20,037,212	99.97%	17,551,266	87.6	16,336,263	81.5	SRR8427380
MN1806CN_treatment_SCN_5d_R3	9,847,269	45	99	9,844,767	99.97%	8,472,717	86.1	7,992,925	81.2	SRR8427377
MN1806CN_treatment_Aphid_5d_R1	20,503,738	45	99	20,497,489	99.97%	16,815,160	82.0	15,666,380	76.4	SRR8427378
MN1806CN_treatment_Aphid_5d_R2	14,359,303	45	99	14,355,678	99.97%	12,268,563	85.5	11,559,112	80.5	SRR8427375
MN1806CN_treatment_Aphid_5d_R3	19,094,540	45	99	19,088,178	99.97%	16,590,158	86.9	15,245,807	79.9	SRR8427376
MN1806CN_treatment_SCNAphid_5d_R1	20,636,498	44	99	20,630,026	99.97%	16,806,607	81.5	15,865,622	76.9	SRR8427373
MN1806CN_treatment_SCNAphid_5d_R2	22,488,050	44	99	22,482,625	99.98%	19,286,899	85.8	18,060,389	80.3	SRR8427374
MN1806CN_treatment_SCNAphid_5d_R3	22,033,213	45	99	22,028,303	99.98%	16,862,396	76.5	15,964,103	72.5	SRR8427408
MN1806CN_treatment_control_5d_R1	18,937,367	46	99	18,932,017	99.97%	14,805,819	78.2	12,707,453	67.1	SRR8427396
MN1806CN_treatment_control_5d_R2	26,710,585	43	99	26,702,238	99.97%	20,226,195	75.7	18,092,239	67.8	SRR8427394
MN1806CN_treatment_control_5d_R3	21,327,385	46	99	21,320,799	99.97%	16,776,843	78.7	14,820,338	69.5	SRR8427372
PI518671_treatment_control_5d_R1	17,242,793	45	99	17,239,066	99.98%	16,044,618	93.1	14,976,834	86.9	SRR8427397
PI518671_treatment_control_5d_R2	22,062,929	46	99	22,055,685	99.97%	20,094,996	91.1	17,347,038	78.7	SRR8427395
PI518671_treatment_control_5d_R3	21,220,300	44	99	21,213,623	99.97%	19,994,447	94.3	18,592,042	87.6	SRR8427393

## Technical Validation

### Quality control

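Whole-root RNA of 2 soybean cultivars was sequenced as single-end reads on an Illumina HiSeq, with 1 library per root sample. PI518671, which is the cultivar Williams 82 from which the reference transcripts were made, is susceptible to SCN, and MN1806CN is resistant. Each cultivar had 4 treatments: SCN, SBA, SCN:SBA and a control with neither pest. Roots were taken at 5 and 30 dpi, the first from Water bath I and the second from Water bath II, so that time point and water bath coincide. The 47 libraries make up 16 groups of cultivar, treatment and time point, with 3 libraries in each group except the MN1806CN control at 30 dpi, which has 2.
The authors trimmed the reads with Btrim64, quantified them with Salmon on the primary transcripts of the Wm82.a2.v1 annotation, and deposited the estimated count of each gene in each library without normalization. Of all values in the table, those of 0 included, 42.7% had a fractional part, taken without a tolerance, and they were rounded before use. The depths given here are total estimated counts on transcripts, not the raw reads of Table 1. In PI518671 at 5 dpi, the totals were 16044618 to 20094996 in the control libraries (median 19994447), 9444170 to 18909955 in the SCN libraries (median 17826706), 18157064 to 45293720 in the SBA libraries (median 18171819) and 14700125 to 47902174 in the SCN:SBA libraries (median 18502664). At 30 dpi, they were 17574516 to 25409842 in the PI518671 control (median 17937163), 18327957 to 26306640 with SCN (median 20899976), 21032002 to 31646750 with SBA (median 22011320) and 19622486 to 23304305 with SCN:SBA (median 21457335). In MN1806CN at 5 dpi, they were 14805819 to 20226195 in the control (median 16776843), 8472717 to 21929527 with SCN (median 17551266), 12268563 to 16815160 with SBA (median 16590158) and 16806607 to 19286899 with SCN:SBA (median 16862396). In MN1806CN at 30 dpi, they were 15975636 to 18589872 with SCN (median 18350922), 16458081 to 22222510 with SBA (median 17025027) and 15139964 to 33076203 with SCN:SBA (median 22021174).
The filter, the transformation and the principal components follow the paper's text, while the distance, the linkage and the way to cluster genes were chosen here. No t-SNE map was computed. Libraries are the replicates. Choices that could change the numbers are the rounding, the filter on low counts, the transformation and its constant, and the number of genes taken into each step.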

Forty-eight RNA libraries were prepared and sequenced with the sequencing depth ranging from 9,847,269 to 57,520,568 reads (see Table 1). Sequencing of one of the replicates of control resistant cultivar (MN1806CN collected at 30 dpi) came in error. Therefore, total reads of more than 1.1 billion from 47 libraries were subjected to FastQC analysis, which helped determine the data quality using various quality metrics such as mean quality scores (Fig. 2a), per sequence quality scores (Fig. 2b), per sequence GC content (Fig. 2c), and sequence length distribution (Fig. 2d). 

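The 2 MN1806CN control libraries left at 30 dpi had totals of 18112259 and 26274456. Every comparison with this group rests on n = 2, and the within-group spread there comes from a single pair.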

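Table 1 lists raw, trimmed and mapped reads for each library, and the paper's raw reads sum to 1131771210. The deposited estimated counts sum to 952211004 over the 47 libraries. Each library's total, from 8472717 in MN1806CN SCN 5 dpi replicate 3 to 47902174 in PI518671 SCN:SBA 5 dpi replicate 2, equals the mapped reads that Table 1 gives for it (largest difference 0, after rounding each total to a whole number). The median total was 18350922.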

Phred quality scores per-base for all samples were higher than 30 and GC content ranged from 43 to 45%, following a normal distribution. After trimming, more than 99% of the reads were retained as clean and good quality reads. Upon mapping these reads, a high mapping rate of 73.8% to 94.3% was obtained. Among these, 67.1% to 87.6% reads were uniquely mapped.

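The total estimated count of each library, as a percentage of its trimmed reads in Table 1, differed between the cultivars. It was 80.7% ± 4.29 (SD, n = 23) in MN1806CN and 88.1% ± 2.67 (SD, n = 24) in PI518671, a difference of −7.38 percentage points (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Within 5 dpi the means were 82.6% (n = 12) and 88.9% (n = 12), a difference of −6.39 points (p = 0.00035). Within 30 dpi the difference was −8.55 points (n = 11 and n = 12, p = 1e-05), which is the largest move among the alternatives tried. With each library left out in turn, the difference over all libraries stayed between −7.70 and −7.07 points. The highest percentages, 91.1% to 94.3%, were in the PI518671 control libraries at 5 dpi, where the MN1806CN control libraries had 75.7% to 78.7%. At 5 dpi the gap was smaller under the other treatments. The means in MN1806CN and PI518671 were 86.6% and 88.7% with SCN, 84.8% and 88.9% with SBA, and 81.3% and 85.4% with SCN:SBA.

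**Figure D1:**
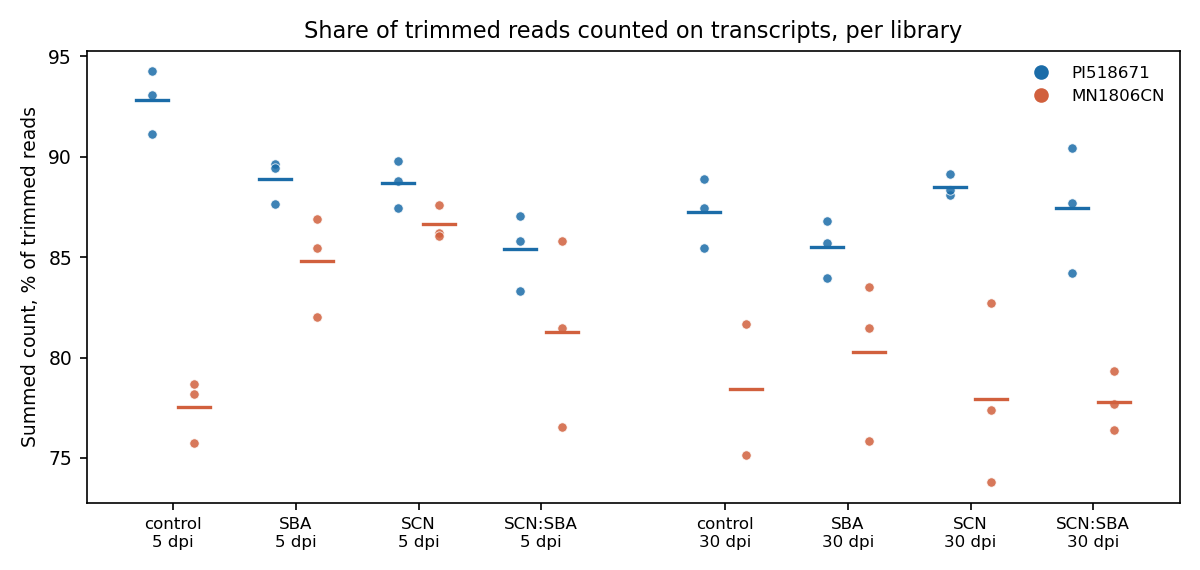
Total estimated count as a percentage of trimmed reads (vertical axis, %) for each of the 47 libraries, grouped by treatment and time point (dpi) on the horizontal axis. Each point is a library, blue for PI518671 and orange for MN1806CN, and each short line is a group mean; the PI518671 control libraries at 5 dpi lie highest, at 91.1% to 94.3%.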

**Fig. 2:**
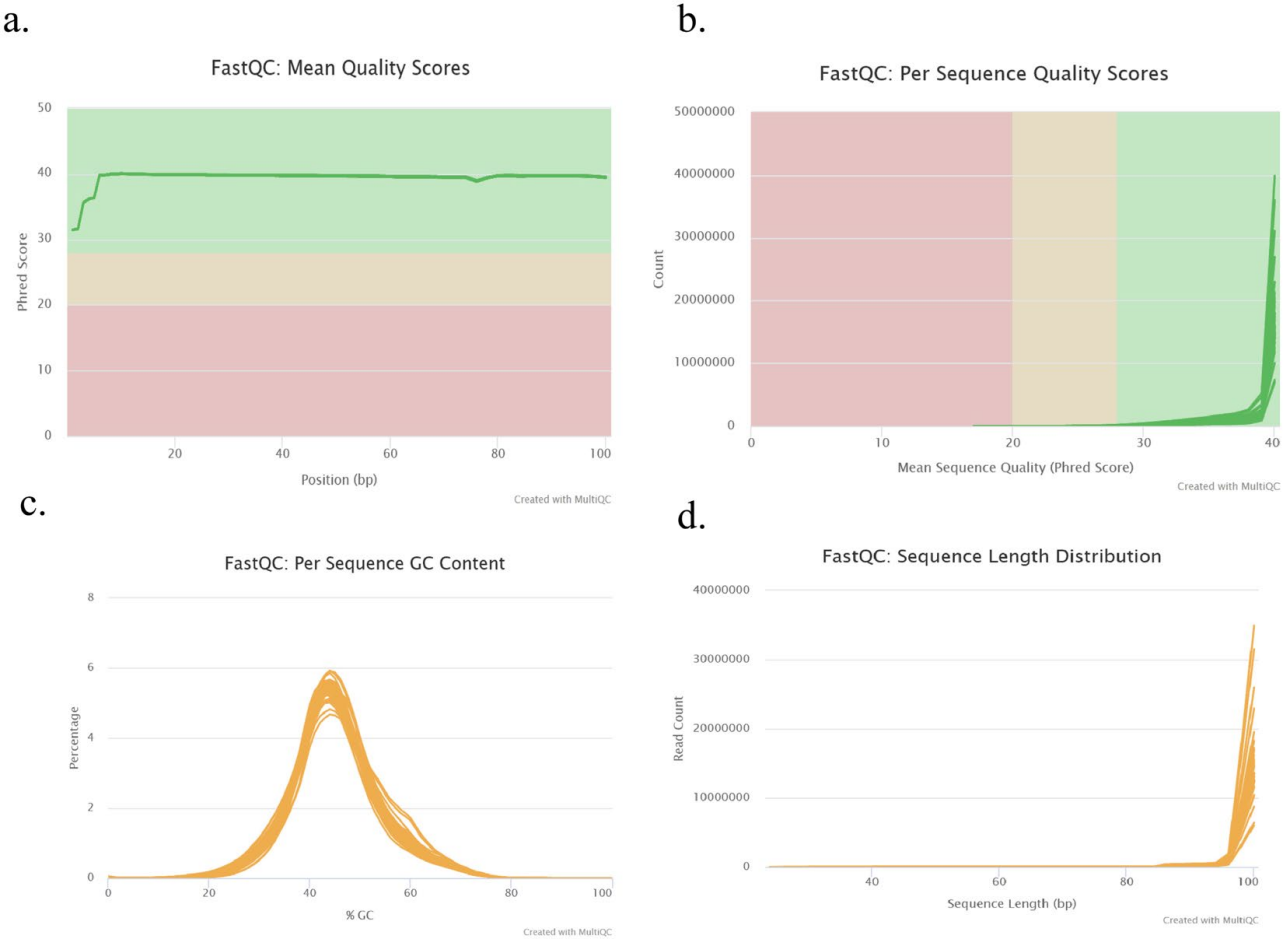
Quality metrics of *G*. *max* sequencing data. (**a**) Mean quality scores per position, (**b**) Per sequence quality scores, (**c**) GC content distribution, and (**d**) Read length distribution.

### Assessment of transcriptomic data

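The deposited table holds 55983 genes, of which 52187 have a count in at least 1 library. CPM values were computed on the total of each library, and a limit of 0.5 CPM corresponds to 4.24 counts in the smallest library and 24.0 counts in the largest. The limit was reached in all 47 libraries by 25923 genes and in exactly 1 library by 1081 genes, and 12861 genes did not reach it in any. Genes above the limit in at least 1 library hold 99.97% of all counts. Taken by cultivar, 42105 genes reached the limit in PI518671 and 41534 in MN1806CN, 1588 of them in PI518671 alone and 1017 in MN1806CN alone. Asking for 3 libraries in place of 1 left 41403 genes, and without a limit the number was 52187, the largest change among the alternatives. Leaving out each library in turn gave 43052 to 43121 genes.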

The 43,122 genes passed the filter upon filtering with 0.5 CPM in at least one sample. 

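Among the filtered genes, the SD across the 47 libraries fell with the mean on the log2(count + 1) scale, with a Spearman's rho of −0.503 across genes. On this scale the library medians lay between 5.70 and 8.62, and the median SD was 0.92. On the scale of the regularized log (rlog), computed with DESeq2 without the group labels, rho was −0.152, the library medians lay between 6.58 and 7.03 and the median SD was 0.42. The median SD was 0.36 in the tenth of genes with the lowest mean and 0.40 in the tenth with the highest. Genes are not independent replicates, and no p is given for rho. Of the transformations tried, log2(CPM + 4) moved rho most, to 0.685, so that the SD rose with the mean. With each library left out in turn, rho on the rlog scale stayed between −0.175 and −0.147.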

To reduce the mean dependent variance, the quantified transcript reads were transformed as shown in Fig. 3a–c and available in Figshare^32^ (the transformed transcript abundance count for all the samples). The transformed data were subjected to hierarchical clustering and principal component analysis (PCA) followed by visualization using t-SNE map^35^ in order to assess the global transcriptomic data. 

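The 6000 genes with the largest SD on the rlog scale were centred on their means, and the 47 libraries were clustered by average linkage on 1 − Pearson's correlation. The paper's text names neither the distance nor the linkage. Divided into 2 branches, the tree held 14 libraries on the first, all from 5 dpi, and 33 on the second, of which 23 were from 30 dpi and 10 from 5 dpi. The 10 were the 9 PI518671 libraries of SCN, SBA and SCN:SBA at 5 dpi and MN1806CN SCN:SBA 5 dpi replicate 3. Thus 37 of 47 libraries lay on the branch of their time point (permutation test of the time labels, one-sided, p = 1e-05, the smallest that the permutations can give). Divided into 3 branches, the tree held 11 MN1806CN and 3 PI518671 control libraries of 5 dpi on the first, 1 MN1806CN library of 5 dpi and 11 of 30 dpi on the second, and 9 PI518671 libraries of 5 dpi and 12 of 30 dpi on the third. Ward linkage moved the number most, to 45, and leaving out each library in turn gave 34 to 44.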

The hierarchical clustering of top 6000 variable genes based on two time points (5 dpi and 30 dpi) showed distinct clustering except for some samples [Fig. 4a; Figshare^32^ (the hierarchical clustering of top 6,000 variable genes)]. 

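The gene ranked 6000th by SD had an SD of 0.77 on the rlog scale (jackknife standard error 0.03 over libraries), and the genes above it were 13.9% of the filtered genes. Over all filtered genes the median SD was 0.42, the quartiles were 0.30 and 0.61, and the largest SD was 3.22. Within the 16 groups, the SD between replicates had a median of 0.31 over all filtered genes and 0.55 over the 6000. The variance stabilizing transformation of DESeq2 (VST) moved the value at rank 6000 most, to 1.02.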

Figure 4b represents the standard deviation (SD) distribution of the top variable 6,000 genes. Figure 4c represents the Pearson’s correlation between the samples using the top 75% genes and available in Figshare^32^ (the correlation between the samples using the top 75% genes). 

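Over the 32342 genes in the top 75% by their highest rlog value, Pearson's r between 2 libraries of one group averaged 0.961 over 46 pairs (0.886 to 0.989), and between libraries of different groups it averaged 0.903 over 1035 pairs (0.735 to 0.996). The difference of 0.0584 was larger than under permuted group labels (permutation test, one-sided, p = 1e-05, the smallest possible here). The correlations are across genes, which are not independent replicates, and the permutation was over libraries. Averages were 0.932 for libraries of the same cultivar and time point under different treatments (207 pairs), 0.912 for the same treatment and time point in different cultivars (69 pairs) and 0.901 for the same cultivar and treatment at different time points (69 pairs). The lowest group was PI518671 SBA at 30 dpi, with an average of 0.926 within the group, and the highest was the PI518671 control at 30 dpi, with 0.986. The 3 PI518671 control libraries at 5 dpi averaged 0.837 with the libraries of other groups (132 pairs). Among the alternatives, VST moved the difference most, to 0.109.

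**Figure D2:**
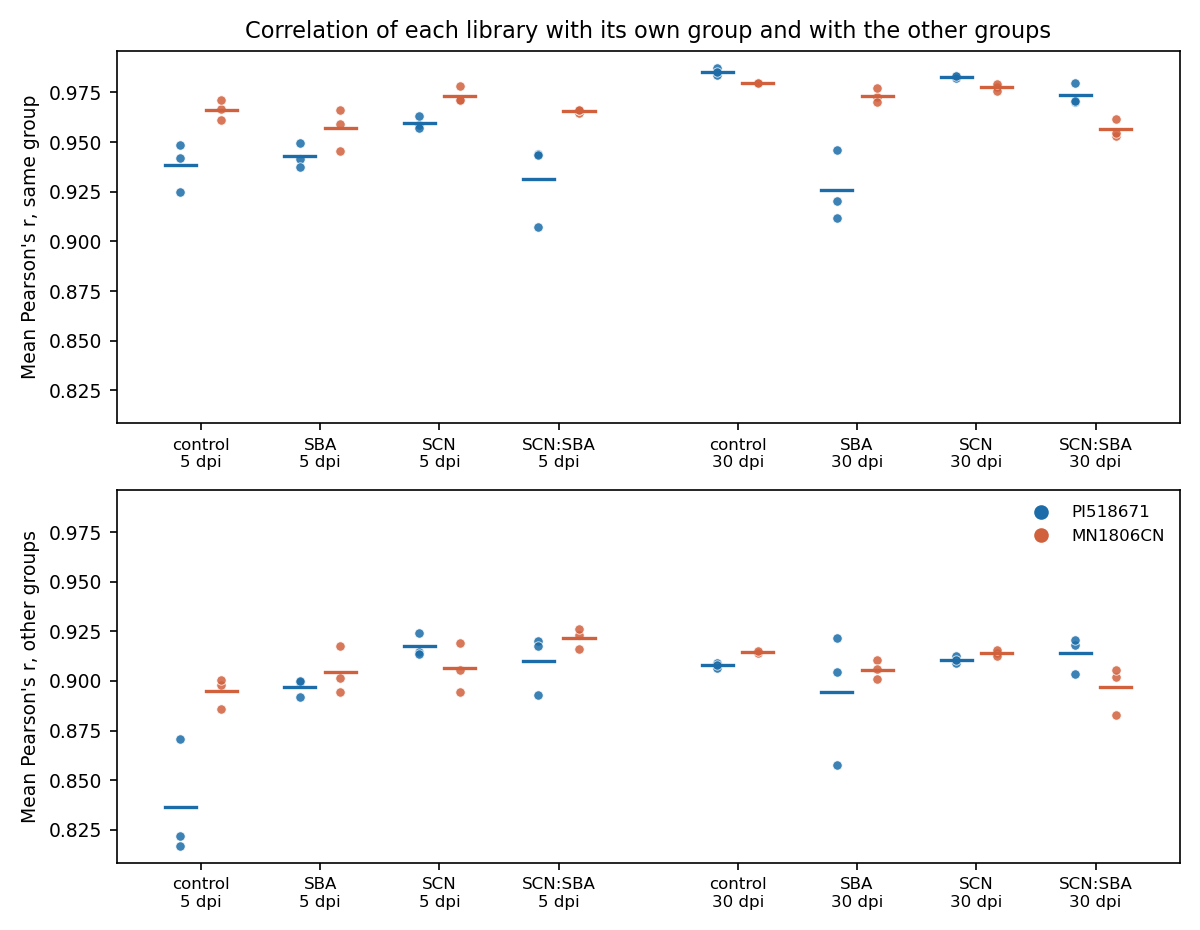
Mean Pearson's r of each library with the other libraries of its group (upper panel) and with the libraries of all other groups (lower panel), by treatment and time point (dpi). Each point is a library, blue for PI518671 and orange for MN1806CN, and each short line is a group mean; the PI518671 control at 5 dpi lies lowest in the lower panel, at an average of 0.837.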

The t-SNE map revealed four clusters (A, B, C, and D) for 6,000 variable genes [Fig. 4d; Figshare^32^ (the four clusters for 6,000 variable genes)]. 

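The 6000 genes, centred on their means, were divided into 4 clusters by k-means with 50 starts, since the paper's text does not say how the clusters on the map were formed. They held 2911, 1558, 1045 and 486 genes. Each cluster's mean profile over the 47 libraries was set against the 3 factors. Time explained 64.8% of the variance of the first profile, which averaged −0.51 in PI518671 and −0.73 in MN1806CN at 5 dpi and 0.68 and 0.60 at 30 dpi. Cultivar explained 64.3% of the second, which averaged 0.32 and 0.70 in PI518671 and −0.34 and −0.75 in MN1806CN at 5 and 30 dpi. In the third, cultivar explained 54.2% and time 18.2%, with the highest average, 0.89, in MN1806CN at 5 dpi. In the fourth, treatment explained 15.0%, time 0.179% and cultivar 0.511%. This profile averaged 3.14 ± 0.96 (SD, n = 3) in the PI518671 control at 5 dpi and 1.5 ± 0.79 (SD, n = 3) in MN1806CN SCN:SBA at 30 dpi. With each gene also scaled to unit SD, the largest cluster held 1606 genes, the largest change among the alternatives, and with VST it held 1842.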

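The filtered genes on the rlog scale, centred and not scaled, gave a first principal component (PC1) with 28.2% of the variance and a second (PC2) with 15.2%, followed by 11.3%, 9.61% and 5.67%. Each component's scores were set against time, treatment and cultivar separately, and p was taken from 100000 permutations of the labels, one-sided in the share explained, and adjusted by Benjamini-Hochberg over the 6 tests. Time explained 47.8% of PC1 (permutation p = 1e-05, the smallest they can give, adjusted 3e-05), cultivar 13.2% (p = 0.0127, adjusted 0.0191) and treatment 7.89% (p = 0.311, adjusted 0.373). Cultivar explained 56.2% of PC2 (permutation p = 1e-05, adjusted 3e-05), time 13.8% (p = 0.0104, adjusted 0.0191) and treatment 5.01% (p = 0.521). In an F test the p was 7.6e-08 for PC1 on time, 1.34e-09 for PC2 on cultivar and 0.525 for PC2 on treatment. Mean PC1 scores were 42.7 ± 53.7 (SD, n = 24) at 5 dpi and −44.5 ± 37.8 (SD, n = 23) at 30 dpi, and mean PC2 scores were 35.4 ± 33.5 (SD, n = 23) in MN1806CN and −34.0 ± 29.1 (SD, n = 24) in PI518671. Of the alternatives, scaling each gene to unit variance moved the share of PC2 explained by cultivar most, to 5.43% (adjusted p from the F test 0.230, and 1.3e-13 to 0.230 over the alternatives). With log2(CPM + 4), treatment explained 21.7% of PC2 and passed an adjusted p of 0.05 in the F test, while cultivar did not. Without MN1806CN SCN:SBA 30 dpi replicate 3, cultivar explained 10.9% of PC1 and time 7.06% of PC2, and without replicate 2 of that group time explained 9.35% of PC2, and none of these passed an adjusted p of 0.05 in the F test.
The gene with the largest loading on PC1 has the ID Glyma.17g049900, which the files do not pair with a name. It rose by 4.31 on the log2 scale from 5 to 30 dpi (adjusted p = 4.6e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The standard error was 0.33, approximated, as for the genes below, by the size of the log2 fold change over the square root of F. The median of this gene rose from 1.23 CPM (0.119 to 151, n = 24) to 86.3 CPM (0.66 to 192.5, n = 23). In 2 of the 8 pairs of groups the ranges overlapped, with 43.6 to 150.8 CPM at 5 dpi and 86.9 to 150.6 at 30 dpi in PI518671 SCN, and 0.119 to 4.03 and 0.66 to 3.72 in MN1806CN SCN:SBA. Leaving out 16 libraries in turn kept the change between 4.23 and 4.49. Among the 5 largest loadings on PC2 were Glyma.15g228500 and Glyma.18g177000. At 30 dpi, the first had a median of 0.59 CPM (0.164 to 2.06, n = 11) in MN1806CN and 212 CPM (63.5 to 675, n = 12) in PI518671, a log2 fold change of −8.10 (standard error 0.53, adjusted p = 2e-09). The second had 1026 CPM (303.3 to 1812) in MN1806CN and 20.1 CPM (15.2 to 35.7) in PI518671, a log2 fold change of 5.47 (standard error 0.25, adjusted p = 1.8e-11).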

Regarding the PCA, PC1 is correlated with time (*P* = 1.16e-06) with 28% variance, and PC2 is correlated with Treatment (*P* = 2.02e-08) with 15% variance (Fig. 4e).

**Fig. 3:**
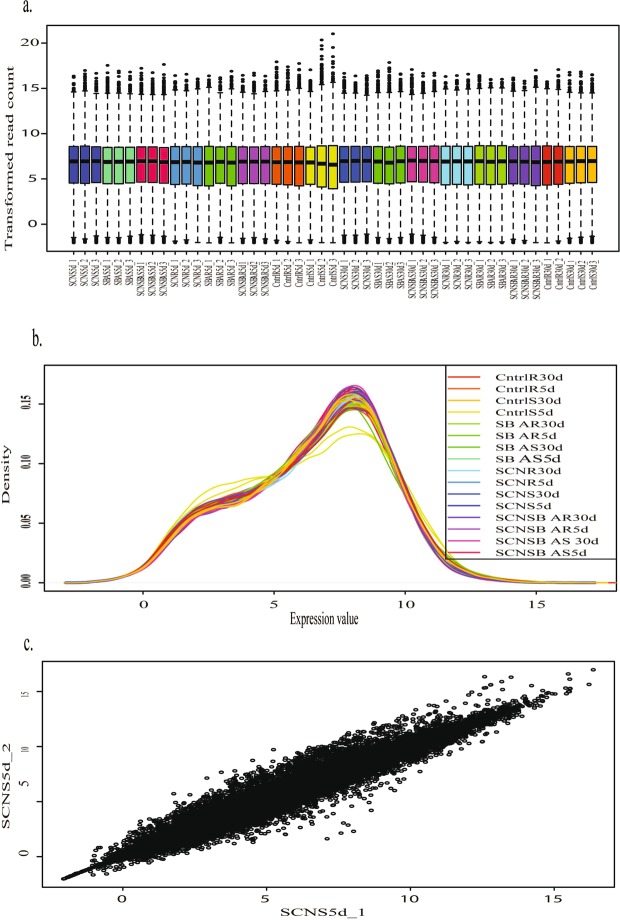
Pre-processing of transcriptomic data. (**a**) Distribution of transformed data, (**b**) Density plot of transformed data, and (**c**) Scatter plot of the first two samples (SCNS5d_1 vs SCNS5d_2).

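The 2 libraries of Fig. 3c are PI518671 SCN 5 dpi replicates 1 and 2, with totals of 17826706 and 9444170. Across the 43122 filtered genes on the rlog scale, Pearson's r between them was 0.978 and Spearman's rho 0.977. These are correlations across genes of a single pair, so no p is given. The median absolute difference was 0.26, and 3451 genes (8.00%) differed by more than 1 on this log2 scale.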

**Fig. 4:**
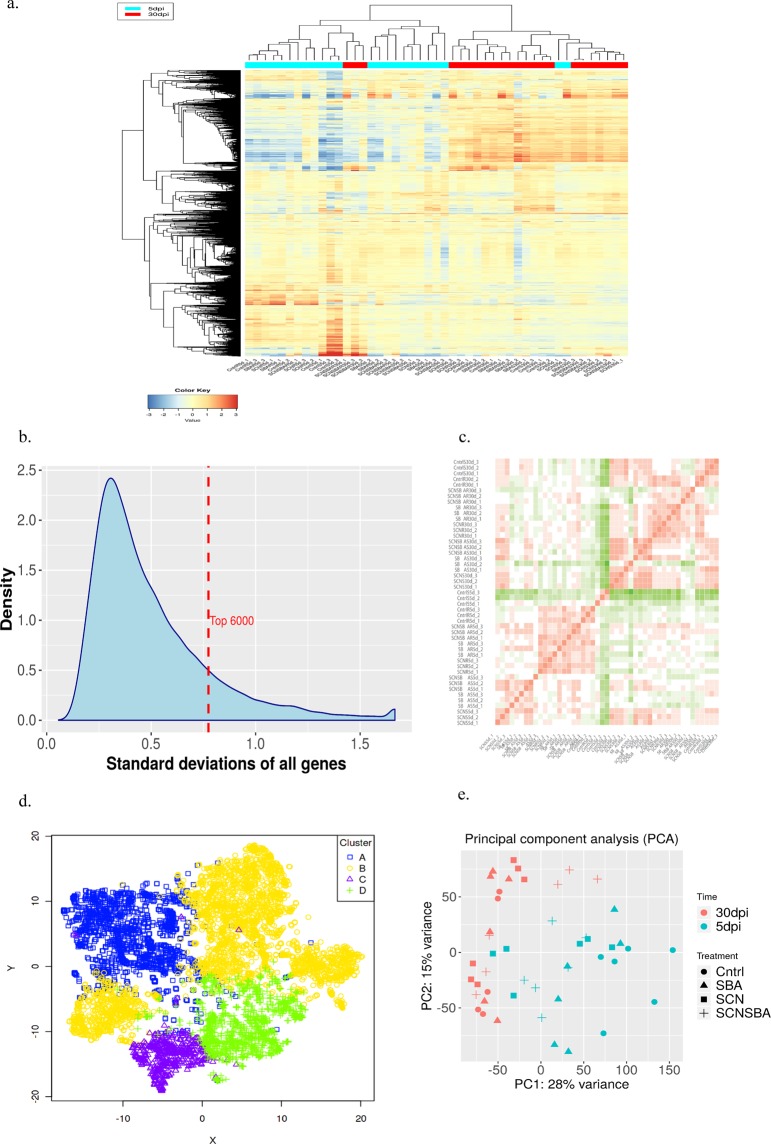
Assessment of transcriptomic data. (**a**) Heatmap of top 6,000 variable genes, (**b**) Gene SD distribution, (**c**) Correlation matrix, (**d**) Visualization of top 6,000 genes shown in the t-SNE map, and (**e**) A principal components analysis (PCA) plot.

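On PC1, the PI518671 control at 5 dpi had a mean score of 119.7 ± 41.9 (SD, n = 3), against 31.6 ± 46.1 (SD, n = 21) in the other libraries of 5 dpi. MN1806CN SCN:SBA at 30 dpi had 39.6 ± 23.8 (SD, n = 3), against −41.1 ± 14.4 (SD, n = 8) in the other MN1806CN libraries of 30 dpi. Shares were also computed within each cultivar and within each time point, in 24 tests adjusted together. Time explained 59.8% of PC1 within MN1806CN and 50.2% within PI518671, and of PC2 85.2% within MN1806CN (permutation, adjusted p = 0.00018) and 4.79% within PI518671 (adjusted 0.407). Cultivar explained 48.5% of PC2 at 5 dpi and 86.1% at 30 dpi, and of PC1 14.1% at 5 dpi (permutation, adjusted p = 0.142) and 43.5% at 30 dpi (adjusted 8e-05). Treatment explained 91.3% of PC1 within PI518671 at 5 dpi (n = 12, permutation p = 8e-05, adjusted 0.000384) and 91.2% within MN1806CN at 30 dpi (n = 11, permutation p = 0.00076, adjusted 0.00228). It explained 63.7% within PI518671 at 30 dpi (permutation, adjusted p = 0.0789) and 50.9% within MN1806CN at 5 dpi (permutation, adjusted p = 0.2), and neither passed 0.05. On PC2, treatment explained 47.4% and 26.4% within PI518671 and 13.8% and 70.1% within MN1806CN at 5 and 30 dpi (permutation, adjusted p = 0.213, 0.575, 0.777 and 0.0529), and none of these passed 0.05. The paper states that PC1 is correlated with time and PC2 with treatment (Fig. 4e).

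**Figure D3:**
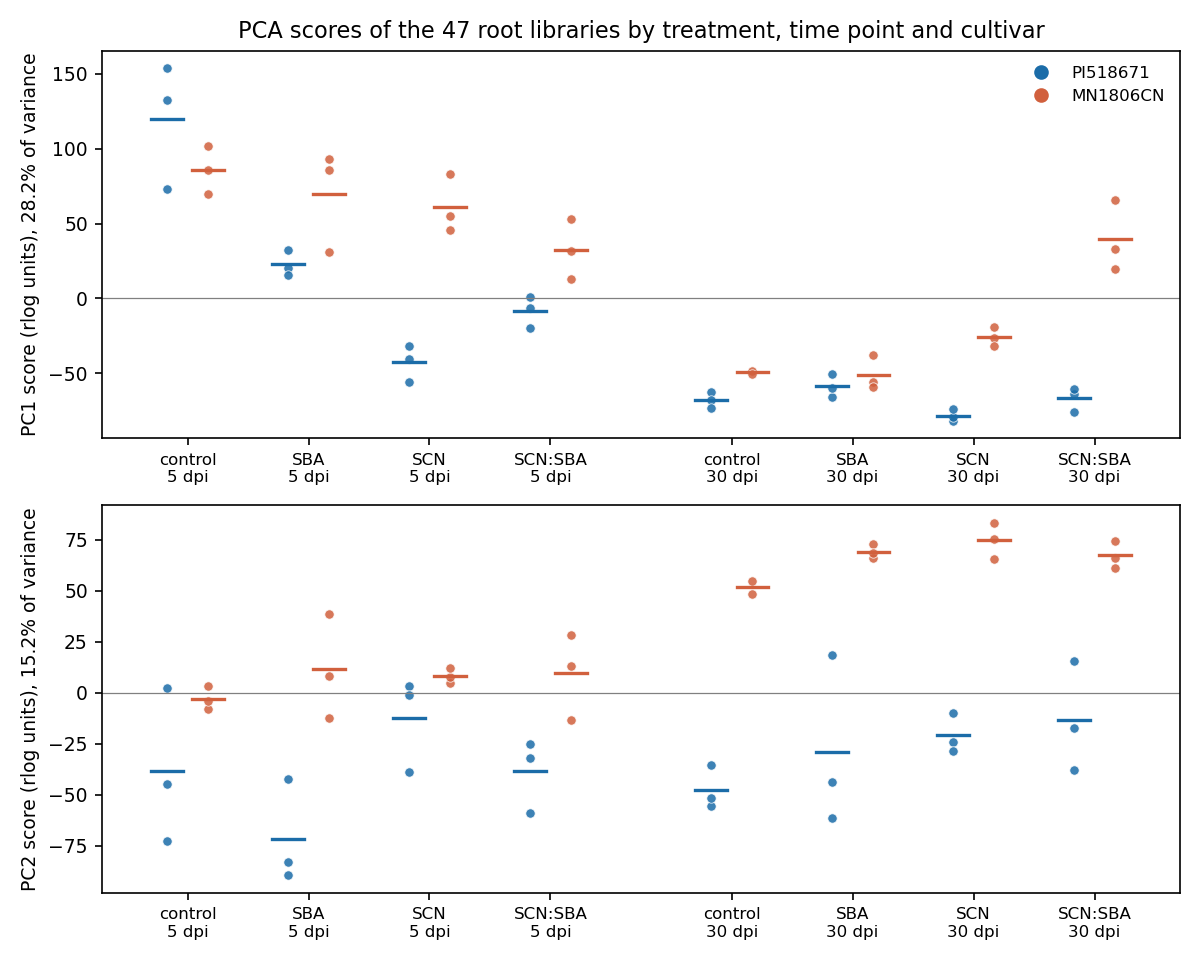
Scores on PC1 (upper panel) and PC2 (lower panel), in rlog units, of each of the 47 libraries by treatment and time point (dpi). Each point is a library, blue for PI518671 and orange for MN1806CN, and each short line is a group mean; PC1 separates most libraries of 5 dpi (mean 42.7) from those of 30 dpi (mean −44.5), and PC2 separates the cultivars, most clearly at 30 dpi.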

## Usage Notes

This data represents the first publicly available transcriptomic data for soybean roots from the three-way interaction among *G*. *max*, *H*. *glycines*, and *A*. *glycines*. The raw compressed fastq files (fastq.gz) were submitted to the National Center for Biotechnology Information (NCBI) and are available with accession numbers (SRR8427366-SRR8427408; http://identifiers.org/ncbi/insdc.sra:SRP178193)^33^. The data could be retrieved using fastq-dump tool SRA toolkit (https://www.ncbi.nlm.nih.gov/sra). There are various tools such as Trimmomatic^36^, cutadapt^37^, Fastq_clean^38^ that could be used for trimming purpose. Apart from the Salmon tool for the alignment and quantification of reads, other tools such as STAR aligner (https://github.com/alexdobin/STAR), Bowtie^39^, HISAT2^40^, TopHat2^41^, Cufflinks with HTSeq can be employed, which requires reference genome of *G*. *max* and annotation file in *gff3* format. For differential gene expression analysis, EdgeR^42^ and limma^43^ could be used instead of DEseq. 2^31^. Apart from the standalone tools like iDEP^30^, Galaxy (https://usegalaxy.org), CyVerse (http://www.cyverse.org), MeV (http://mev.tm4.org)^44^, and integrated RNA-seq interpretation system for gene expression data analysis tool (http://bmbl.sdstate.edu/IRIS/)^45^ could also be used for both analysis and visualization of RNA-seq data.

## ISA-Tab metadata file

Download metadata file

## Data Availability

Codes used for RNA-seq data processing in the current study are available as supplementary material in Figshare at: 10.6084/m9.figshare.7755152.v3^32^ (Codes used for RNA-seq data processing).

How the deposited data were processed for this re-analysis (not part of the article)

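RNA from whole soybean roots was sequenced in 47 libraries. They cover 2 cultivars, 4 treatments (SCN, SBA, SCN:SBA and a control) and 2 time points, 5 and 30 dpi. The 16 groups have 3 libraries each, except the MN1806CN control at 30 dpi with 2. Each library was assigned to its group from the labels of the deposited samples and the paper's sample tables, and the column names of the deposited table matched those labels for every library.

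The authors trimmed the reads with Btrim64 and quantified them with Salmon on the primary transcripts of the Wm82.a2.v1 annotation. The deposited values are estimated counts per gene and library, not normalized and not filtered. They were rounded to whole numbers before use. The reads themselves were not used here, so quality scores, GC content, trimming and unique mapping were not recomputed. Raw and trimmed reads per library are the paper's, from Table 1.

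Total estimated counts per library ranged from 8472717 to 47902174, with a median of 18350922. A gene at the filter limit of 0.5 CPM has 4.24 counts in the smallest library and 24.0 in the largest, so changes in genes near the limit rest on few counts. Reads carry no molecular identifiers, and counting error covers only part of their variation.

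Genes were kept when they reached 0.5 CPM in at least 1 library, as the paper describes. The rlog and VST values were computed with DESeq2 1.42.0 in R 4.3.3, without the group labels. For 679 of the 43122 genes (1.57%) the iterative fit behind rlog did not converge, and their rlog values depend slightly on the numerical library. They were kept as DESeq2 returned them, the computation was held to a single thread, and an alternative used only the 42443 genes whose fit converged. Log2 values of CPM were computed with a constant of 4 and, as an alternative, of 1.

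Clustering, correlation, k-means and principal components were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. The 6000 genes with the largest SD were used for clustering, the top 75% of genes by their highest rlog value for the correlation between libraries, and all filtered genes for principal components. The paper's text names hierarchical clustering, but no distance or linkage, and does not say how the clusters on the map were formed. Average linkage on 1 − Pearson's correlation and k-means with 4 clusters and 50 starts were therefore chosen. No t-SNE map was computed, because the positions on such a map carry no test. Permutation tests used 100000 permutations, and the smallest p they can give is 1e-05.

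Genes changed between groups were counted with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, two-sided) at a Benjamini-Hochberg adjusted p under 0.05, over the filtered genes. The fit for a treatment comparison held all libraries of that cultivar and time point, the fit for a cultivar comparison or a cultivar difference in a treatment comparison held all libraries of that time point, and the fit for 30 against 5 dpi held all 47 libraries. In all, 19 comparisons were made. The cultivar difference was tested as an interaction term, MN1806CN minus PI518671. Standard errors given with edgeR's log2 fold changes were approximated by the size of the change over the square root of F. The paper does not report differential expression, so these counts appear only in the additional observations.

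Genes were chosen for naming by a rule that covered genes without overlap between the compared groups, those with the largest changes, the 5 largest loadings on PC1 and PC2 and the genes holding the largest share of a library. Genes chosen for a change needed a mean of at least 1 CPM. The 55983 IDs of the table match 0 IDs of the reference annotation used here, and the files do not pair them with names, so only 2 IDs that rose and 2 that fell are printed, without a position or annotation. A list of 4 IDs for nodule tissue was written down from general knowledge. A second list of 4 fixed IDs is not reported here.

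The comparisons, tests, groups, lists and alternatives were fixed before the data were examined, with the exceptions named in the additional observations. The alternatives for the counts of changed genes were RLE size factors in place of TMM, no filter, edgeR's filterByExpr, the DESeq2 Wald test, the replicate number as a block, a fit of the 2 groups alone, a fit of both cultivars together and each library left out in turn. For 30 against 5 dpi, 16 libraries were left out in turn. The alternatives for the transformed values were VST, log2(CPM + 4), log2(CPM + 1), a mean of at least 1 CPM, other numbers of genes, unit variance, other linkages and each library left out in turn. Other splits of the libraries of a comparison into groups of the same sizes were fitted in the same way as the real one.

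The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale in 7 comparisons. The share of these recovered by edgeR was 94.5% to 100% for the comparisons between groups and 77.5% for the cultivar difference, with 4 to 14 false calls. With DESeq2 there were 27 to 45 false calls. The simulated counts were drawn independently with the same spread in every group, and genes of low abundance were left unchanged. Real groups differ in spread, with a mean r within the group of 0.926 in PI518671 SBA and 0.986 in the PI518671 control at 30 dpi. The shares recovered therefore do not measure how many changes the real fits miss. A time and a cultivar effect placed into simulated values were recovered as components at 99.96% and 99.82%.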

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

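In this part, the test of reads from another organism and the tests of the time label on principal components were chosen only after the result was seen; the other tests were set beforehand. The results below are counts of genes whose change under a treatment differs between the cultivars by a test of the difference itself, in edgeR fits of all libraries of a time point. The paper does not report such a comparison. IDs of these genes are not printed, since the files pair no ID with a name.

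For SCN against control at 5 dpi, the change differed between the cultivars in 5401 genes, 2263 of them with the higher log2 fold change in MN1806CN and 3138 with the lower. Within cultivars, SCN against control at 5 dpi gave 10168 genes in PI518671 and 2 in MN1806CN. With the replicate number as a block, the count in MN1806CN was larger, as given with the processing settings. DESeq2 gave 7756 genes for the difference, 5356 of them among the 5401. Without PI518671 control replicate 1 the count was 10645, without control replicate 2 it was 3200 and without control replicate 3 it was 2682. It was 3511 without PI518671 SCN replicate 1, 3141 without MN1806CN SCN replicate 1 and 3279 without MN1806CN control replicate 2. Of 25 splits of the libraries within each cultivar, 2 gave a count as large, the real one included. The other one, with 5951 genes, left the PI518671 libraries in their groups, so it does not test chance. The 19 splits that regrouped both cultivars gave at most 0 genes at the adjusted threshold in edgeR. With 20 splits, the real one among them, the share cannot come under 0.05, so they do not decide on chance.

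The PI518671 control libraries at 5 dpi lie far from the other PI518671 libraries, and the technical explanations were tested on SCN against control in that cultivar. With the 100 most abundant genes of each library left out, 10014 genes were called, 9935 of them among the 10168. This argues against a few genes taking most of the counts as the cause of these calls. These control libraries do give 14.0% to 29.6% of their counts to their top 100 genes, against a median of 13.0% over all libraries. The MN1806CN control libraries at 5 dpi gave 18.1% to 20.7%, against 11.5% to 14.8% in MN1806CN SBA at 5 dpi. A high share is thus not limited to the PI518671 controls. With each library thinned to 9444117 counts, 8997 genes were called, 8664 of them in common, which argues against depth as the cause of these calls. Neither count tests the distance of the PI518671 control libraries on PC1 or in correlation. On a signature of 200 genes that separates the cultivars at 30 dpi, 0 is PI518671 and 1 is MN1806CN. The PI518671 control libraries scored at most 0.389 and the lowest MN1806CN library of 5 dpi 0.703, which argues against a wrong cultivar label. At least 91.1% of their trimmed reads were counted on soybean transcripts, which argues against reads of another organism that do not map. What stays open is a difference in how these 3 root samples were grown, taken or prepared, for which the labels give no batch. Such a difference could also reach the MN1806CN control samples of 5 dpi. A response to SCN alone would not set the PI518671 control libraries apart from SBA libraries, which received no SCN. Yet the mean PC1 score of these PI518671 controls was 119.7 against 22.8 in PI518671 SBA at 5 dpi. A response of PI518671 that SCN and SBA share was not tested. Of the 10 splits of the libraries of SCN and control in PI518671, 1 gave as many genes, the real one, and 10 splits are too few to exclude chance at 0.05. Without control replicate 1, 2 or 3 the count in PI518671 was 15328, 4911 or 5960, and without SCN replicate 1 or 3 it was 5721 or 6470. In MN1806CN, the count of 2 became 250 without SCN replicate 1, 1 without SCN:SBA replicate 1, and 0 without SCN replicate 2 or 3, SBA replicate 1 or 3, SCN:SBA replicate 2 or 3, or any of the 3 control replicates; of its 10 splits 1 gave as many, and edgeR gave 7444 genes there at an unadjusted p under 0.05 and DESeq2 gave 2356 adjusted.

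For SCN:SBA against SCN at 5 dpi, the change differed between the cultivars in 1 gene, which rose more in MN1806CN. At an unadjusted p under 0.05 there were 3998, and DESeq2 gave 85 adjusted. Of 25 splits 8 gave as many, so chance cannot be excluded. The count was 5 without PI518671 control replicate 1, 3 without PI518671 control replicate 3 or MN1806CN SCN:SBA replicate 3, and 2 without PI518671 SBA replicate 1, 2 or 3, MN1806CN SBA replicate 2 or MN1806CN SCN:SBA replicate 1. In edgeR it was 0 without PI518671 SCN replicate 2 or 3, PI518671 SCN:SBA replicate 1 or 3, MN1806CN SCN replicate 1, 2 or 3, or MN1806CN SCN:SBA replicate 2. No biological explanation was tested for a count this small.

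For SCN against control at 30 dpi, the change differed between the cultivars in 12 genes, 1 with the higher log2 fold change in MN1806CN and 11 with the lower. The MN1806CN control has 2 libraries at this time point, so no count over other splits was made. At an unadjusted p under 0.05 there were 3653 genes, and DESeq2 gave 440 adjusted, all 12 among them. The count rose to 85 without PI518671 SBA replicate 3, 54 without PI518671 SBA replicate 2, 39 without MN1806CN SCN:SBA replicate 3 and 20 without PI518671 SCN:SBA replicate 1, none of which enters the contrast itself. It was 7 without MN1806CN SCN replicate 1, 6 without PI518671 SCN replicate 3, 5 without PI518671 SCN:SBA replicate 2 or MN1806CN control replicate 1, 4 without PI518671 SCN replicate 2 or PI518671 control replicate 3, 3 without MN1806CN SCN replicate 3 or PI518671 control replicate 1 or 2, and 1 without MN1806CN control replicate 2. The count thus rests on single libraries, and no explanation for it was tested.

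For SCN:SBA against SCN at 30 dpi, the change differed between the cultivars in 957 genes, 405 with the higher log2 fold change in MN1806CN and 552 with the lower. Within cultivars, this comparison gave 3569 genes in MN1806CN. In PI518671 edgeR gave 0 and DESeq2 gave 23. At an unadjusted p under 0.05 there were 1380 in PI518671, below the share of 0.05 of all genes expected with no gene changed. DESeq2 gave 2192 for the difference, 945 of them among the 957. Of 25 splits 2 gave a count as large. The other one, with 1061 genes, only exchanged the MN1806CN groups with each other while regrouping PI518671, so it does not test chance. The 19 splits that regrouped both cultivars gave at most 1 gene, but with 20 splits, the real one among them, the share cannot come under 0.05, and they do not decide on chance. The count was 1753 without MN1806CN SCN:SBA replicate 2 and 348 without its replicate 3. It was 440, 483 and 414 without PI518671 SCN replicates 1, 2 and 3, 493, 637 and 489 without MN1806CN SCN replicates 1, 2 and 3, 492 and 449 without PI518671 SCN:SBA replicates 2 and 3, and 1643 and 1684 without PI518671 SBA replicates 2 and 3.

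The MN1806CN SCN:SBA libraries at 30 dpi lie toward the 5 dpi libraries on PC1, and the technical explanations were tested on SCN:SBA against SCN in that cultivar. Leaving out the 100 most abundant genes of each library gave 3459 genes, 3381 of them among the 3569, and thinning each library to 15139859 counts gave 3450, with 3262 in common. Both argue against abundant genes and depth as the cause of these calls, but do not test the position on PC1. On a signature of 200 genes that separates the cultivars at 5 dpi, these libraries scored at least 0.765, where the highest PI518671 library of 30 dpi had 0.0956, which argues against a wrong cultivar label. On a signature of time from the other MN1806CN treatments, with 0 at the 5 dpi mean and 1 at the 30 dpi mean, they scored 0.550 to 0.577, between the SCN:SBA libraries of 5 dpi, at 0.017 to 0.463, and the other MN1806CN libraries of 30 dpi, at 0.804 to 1.157. In components fitted on the other 44 libraries, they scored −56.68 to −14.15 on PC1, with the SCN:SBA libraries of 5 dpi (−54.8 to −13.46) and below the others of 30 dpi (from 21.82). On PC2 they scored 40.59 to 54.31, above the SCN:SBA libraries of 5 dpi (−10.01 to 28.01), inside the range of the other MN1806CN libraries of 5 dpi (up to 65.53) and across the lower end of those of 30 dpi (from 47.99). On PC3 they scored 46.94 to 65.96, above every MN1806CN library of 5 dpi (up to 14.81) and also above the others of 30 dpi (up to 40.28). With the SCN:SBA libraries of 5 dpi left out of the fit too, they scored 46.08 to 67.33 on PC3, against at most 12.92 at 5 dpi. On PC3 they were thus unlike the other MN1806CN libraries of either time point. PC3 does not mark time, since in the fit of all 47 libraries the PI518671 control libraries of 5 dpi scored 75.4 to 125.4 on it. These scores therefore do not decide on the time label. What stays open is a difference in how these 3 root samples were grown, taken or prepared, for which the labels give no batch, and an effect of both pests together on roots of 30 dpi, which was not tested apart from it. Of the 10 splits of the SCN:SBA and SCN libraries, 1 gave as many genes, the real one, and 10 splits cannot exclude chance at 0.05. The count in MN1806CN was 1153, 2051 and 1271 without SCN replicates 1, 2 and 3, and 1739 without SCN:SBA replicate 3.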

How the results depend on the processing

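In this part, the settings with counts not rounded, with p multiplied by 15, with cultivar in place of treatment and with only genes whose rlog fit converged were chosen only after results were seen. Over 40 results, 243 values under other settings were computed, of which 182 kept their direction and their side of the threshold, or stayed within 1.5 times for a count, and 1 reversed. Leaving out a library gave 1034 values, of which 915 did so. The causes of the changes below were not tested unless one is named.

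The filter, the mapping percentages, the correlation between libraries and the clustering by time point kept direction and threshold under every alternative run. The filter left 41403 to 52187 genes, and 43128 with counts not rounded. The clustering placed 35 to 45 libraries on the branch of their time point, and the correlation difference ran from 0.0235 with all filtered genes to 0.109 with VST. Leaving out each library gave 43052 to 43121 filtered genes, a mapping difference of −7.70 to −7.07 points, a mean and SD rho of −0.175 to −0.147, an SD at rank 6000 of 0.754 to 0.779, 34 to 44 clustered libraries and a correlation difference of 0.0553 to 0.0614. It gave 27.1% to 29.1% of variance on PC1 and 14.4% to 16.3% on PC2. Of PC1, time explained 45.1% to 56.0%, treatment 3.86% to 12.1% and cultivar 9.91% to 23.7%, and of PC2, time 7.06% to 19.9%, treatment 2.52% to 9.77% and cultivar 41.9% to 63.7%. Cultivar on PC1 fell short of the threshold without MN1806CN SCN:SBA 30 dpi replicate 3 (10.9%), and time on PC2 without replicate 2 (9.35%) or 3 (7.06%) of that group.

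With log2(CPM + 4), the mean and SD rho reversed to 0.685, the SD at rank 6000 was 0.682, PC1 held 32.5% of the variance, and cultivar explained 9.75% of PC1, no longer past the threshold. On PC2, time explained 2.16% and cultivar 6.67%, both no longer past it, and treatment 21.7%, now past it. With log2(CPM + 1), cultivar explained 10.03% of PC1 and 6.87% of PC2, neither past it. With the top 6000 genes, PC1 held 35.4% of the variance, cultivar explained 8.57% of PC1 and time 6.96% of PC2, neither past it. With unit variance, PC1 held 21.6%, and time explained 0.551% and cultivar 5.43% of PC2, neither past it. A mean of at least 1 CPM gave a rho of −0.249. VST gave 1.02 for the SD at rank 6000 and 1842 genes in the largest gene cluster, and scaling each gene gave 1606. The p of PC2 on treatment became 2.01e-08 with cultivar in its place and multiplied by 15, which is another factor by construction.

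DESeq2 gave more genes than edgeR in each comparison run. For SCN against control it gave 2034 in PI518671 at 30 dpi and, in MN1806CN, 2356 at 5 dpi and 1892 at 30 dpi. For SBA against control it gave 9229 and 1384 in PI518671 and 3446 and 463 in MN1806CN, and for SCN:SBA against SCN 392 and 23 in PI518671 and 2042 and 5989 in MN1806CN, at 5 and 30 dpi. For the cultivar difference it gave 440 for SCN against control at 30 dpi, and 85 and 2192 for SCN:SBA against SCN at 5 and 30 dpi.

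With a fit of the 2 groups alone, SCN against control gave 6020 in PI518671 and 638 in MN1806CN at 30 dpi. The same kind of fit gave 938 for SBA against control in PI518671 at 5 dpi, and 113 and 1139 for SCN:SBA against SCN in MN1806CN at 5 and 30 dpi. It gave 0 for SCN against control in MN1806CN at 5 dpi and for SBA against control in PI518671 at 30 dpi in edgeR, where the counts at an unadjusted p under 0.05 with all 4 groups were 7444 and 6732 and those of DESeq2 2356 and 1384. With a fit of both cultivars, SBA against control gave 9941 and 1 in PI518671 at 5 and 30 dpi and 5 in MN1806CN at 30 dpi, SCN against control 317 in PI518671 at 30 dpi, and SCN:SBA against SCN 14 in PI518671 at 5 dpi. RLE size factors and filterByExpr each gave 1 for SBA against control in PI518671 at 30 dpi, and 0 in edgeR for SCN:SBA against SCN in MN1806CN at 5 dpi, where 7843 passed an unadjusted p under 0.05 and DESeq2 gave 2042. For the cultivar difference in SCN against control at 30 dpi, filterByExpr gave 6. With no filter, SCN against control in MN1806CN at 5 dpi gave 0 in edgeR, and the cultivar difference in SCN:SBA against SCN at 5 dpi gave 3.

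The paper takes the 3 replicates of a treatment from 3 blocks, but does not say that a replicate number marks the same block in each treatment, and the check below does not show that the numbers pair libraries. The mean r between deviations of libraries with the same number was 0.166 in MN1806CN at 5 dpi (13 of 18 pairs above 0.1), −0.0906 at 30 dpi (5 of 15), −0.0745 in PI518671 at 5 dpi (4 of 18) and 0.00558 at 30 dpi (6 of 18). With the replicate block, SBA against control in PI518671 gave 3061 at 5 dpi and 0 at 30 dpi, and SCN against control gave 0 in PI518671 and 37 in MN1806CN at 30 dpi, all from edgeR, beside 6732 and 6230 at an unadjusted p under 0.05 without the block for the counts of 0 and 1384 and 2034 by DESeq2. At 5 dpi in MN1806CN it gave 168 for SCN against control and 1776 for SCN:SBA against SCN, and for the cultivar difference 3 for SCN:SBA against SCN at 5 dpi and 3 for SCN against control at 30 dpi.

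Leaving out each library moved most counts of changed genes by more than 1.5 times, and each such library is named with its value beside the result in the other parts. For SCN against control the range was 4911 to 15328 in PI518671 and 0 to 250 in MN1806CN at 5 dpi, and 0 to 2410 and 0 to 519 at 30 dpi. For SBA against control it was 1208 to 12360 and 0 to 1 at 5 dpi, and 0 to 4704 and 0 to 6 at 30 dpi. For SCN:SBA against SCN it was 0 to 62 and 0 to 149 at 5 dpi, and 0 to 0 and 1153 to 3735 at 30 dpi. The cultivars differed in 7946 to 11856 genes at 5 dpi and 16119 to 21678 at 30 dpi, and the time points in 18817 to 20155. The cultivar difference ran from 2682 to 10645 for SCN against control and 0 to 5 for SCN:SBA against SCN at 5 dpi, and from 1 to 85 and 348 to 1753 at 30 dpi.

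The printed IDs kept their direction in every setting, with log2 fold changes of 5.46 to 5.49 for Glyma.18g177000, −8.11 to −8.08 for Glyma.15g228500, 4.29 to 4.33 for Glyma.17g049900 and −5.27 to −5.25 for Glyma.11g195200. Depth limits the genes near 0.5 CPM, which have 4.24 counts in the smallest library.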

Differences from the paper's values

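In this part, the settings with p multiplied by 15 and with cultivar in place of treatment were chosen only after the values were seen. The differences below rest on F tests of the component scores over all 47 libraries.

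For PC1 on time the paper's p is 1.16e-06, and the p here is 7.6e-08. No alternative for this p was set before the data were examined. Multiplied by 15, for 5 components and 3 factors, it is 1.14e-06, which differs from the paper's value by less than 1.5 times, a setting chosen after seeing the values. The paper's text names no such correction.

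For PC2 on treatment the paper's p is 2.02e-08, and the p here is 0.525. No alternative for this p was set before the data were examined, and multiplied by 15 it is 1. With cultivar in place of treatment and p multiplied by 15, a setting chosen after seeing the values, it is 2.01e-08, against the paper's 2.02e-08. On the rlog scale the paper's p was thus matched by cultivar and not by treatment. The paper's text does not name cultivar as this factor. Treatment explained 5.01% of PC2 and cultivar 56.2%. Of the alternatives set before the data were examined, log2(CPM + 4) brought the share of PC2 explained by treatment past an adjusted p of 0.05, at 21.7% (adjusted p 0.0416 from the F test over 6 tests). With that transformation cultivar no longer passed 0.05 on PC2. Whether its PC2 is the same axis as on the rlog scale was not tested. Over the alternatives for the share explained by treatment, the adjusted p from the F test ran from 0.0416 to 0.597.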

Other observations

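In this part, the chi-square test of a single RNA sample under both labels and the test of reads of SCN were chosen only after the result was seen; the other tests were set beforehand. The counts of changed genes are from edgeR at an adjusted p under 0.05, and the paper does not report such counts.

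For SBA against control, PI518671 at 5 dpi had 4997 changed genes, 2268 higher and 2729 lower. Of the 10 splits of these libraries 1 gave as many, the real one, which cannot exclude chance at 0.05. Without control replicate 1 the count was 12360, and without control replicates 2 and 3 it was 1208 and 1324. Without SBA replicates 1, 2 and 3 it was 1786, 3006 and 1785. The same control libraries enter the comparison with SCN. In MN1806CN at 5 dpi the count from edgeR was 0, with 8379 genes at an unadjusted p under 0.05 and 3446 adjusted by DESeq2, all 10 of its splits gave as many, and it was 1 without SBA replicate 3. In MN1806CN at 30 dpi, where the control has 2 libraries and no splits were counted, edgeR gave 0, with 4452 at an unadjusted p under 0.05 and 463 by DESeq2, and the count was 6 without SBA replicate 2. Whether these changes differ between the cultivars was not tested for SBA against control.

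For SCN:SBA against SCN at 5 dpi in PI518671, edgeR gave 0 genes, and 62 without SCN replicate 3, while DESeq2 gave 392. At an unadjusted p under 0.05 there were 2096, below the share of 0.05 of all genes expected with no gene changed. All 10 splits of these libraries gave as many as the count of 0, and the largest count among the others was 11. In MN1806CN at 5 dpi the count was 5, all higher under both pests. Of its 10 splits 2 gave as many, the other one with 145, so chance is not excluded. A fit with the replicate number as a block gave a larger count, as given with the processing settings. The paper does not tie these numbers to blocks, so that count is not used here. The 5 became 134 without SBA replicate 2, 149 without control replicate 2, 3 without SCN:SBA replicate 1 and 2 without control replicate 3. In edgeR they became 0, against 7843 at an unadjusted p under 0.05 with all libraries and 2042 by DESeq2, without SCN replicate 1, 2 or 3, SBA replicate 1 or 3, or SCN:SBA replicate 2. In PI518671 at 30 dpi the count of 0 from edgeR was also reached by all 10 splits. Leaving out any of the libraries kept it at 0. There were 1380 at an unadjusted p under 0.05, also below the share expected with no gene changed, and 23 by DESeq2.

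For SCN against control in MN1806CN at 30 dpi the count was 246, 72 higher and 174 lower, with 2 control libraries. It was 102 and 10 without SCN replicates 1 and 3, 93, 161 and 76 without SBA replicates 1, 2 and 3, 428, 460 and 519 without SCN:SBA replicates 1, 2 and 3, and 1 without either control library. Without SCN replicate 2 edgeR gave 0, against 6095 at an unadjusted p under 0.05 with all libraries and 1892 by DESeq2.

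From 5 to 30 dpi, 19822 genes changed, 9463 higher and 10359 lower at 30 dpi, and 1 of 25 splits gave as many, the largest other count being 2. Since each time point came from its own water bath, time point and bath cannot be told apart. MN1806CN and PI518671 differed in 9928 genes at 5 dpi, 5298 higher and 4630 lower in MN1806CN, and in 18383 at 30 dpi, 7834 higher and 10549 lower. In both, 1 of 30 splits gave as many, and the largest other counts were 377 and 2081. Chance regrouping can be excluded for these counts. Among genes with a mean of at least 1 CPM whose matched groups did not overlap, the largest change from 5 to 30 dpi was a fall in Glyma.11g195200. Its log2 fold change was −5.27 (standard error 0.49, adjusted p = 3e-11 from edgeR), and −5.37 to −5.05 with 16 libraries left out in turn. Its median fell from 53.4 CPM (9.10 to 382, n = 24) to 1.09 CPM (0.132 to 8.78, n = 23).

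PI518671 SBA 30 dpi replicate 3 and PI518671 SCN:SBA 30 dpi replicate 3 lie closer to each other than any replicate pair. Their r on the rlog scale was 0.996, against at most 0.989 within groups, and 68 of 43122 genes differed by more than 1. The library labelled SBA replicate 3 had r of 0.938 and 0.886 with SBA replicates 1 and 2, and 0.959 and 0.981 with SCN:SBA replicates 1 and 2. On 6020 genes that separate SCN from control in PI518671 at 30 dpi in a fit of these 2 groups alone (154 in the fit of all treatments), with 0 at the control mean and 1 at the SCN mean, it scored 0.965, among the SCN libraries at 0.936 to 1.06 and away from the other SBA libraries at −0.01 and 0.17. The library labelled SCN:SBA replicate 3 scored 0.927, with the other libraries that received SCN, but this score does not separate SCN from SCN:SBA and does not decide on its label. A hypothesis is that the library labelled SBA replicate 3 may carry the wrong treatment label. It stays a hypothesis, since the SBA libraries of MN1806CN at 30 dpi ran from 0.342 to 0.874 on the same genes, so that SBA roots can also lie toward SCN. The median chi-square of the pair, over genes with at least 100 counts, was 1.35, against 0.455 for sampling noise alone and at least 1.77 for replicate pairs. Whether one RNA sample was sequenced under both labels cannot be told apart from 2 similar samples, because no pair of libraries known to share one RNA sample was at hand to set the noise of library preparation. Libraries are used under their given labels throughout. Without the library labelled SBA replicate 3, SBA against control in PI518671 at 30 dpi gave 4704 genes in place of 3, and SCN against control gave 2410 in place of 154.

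These counts at 30 dpi in PI518671 moved with other libraries too. The 3 genes for SBA against control, all higher, were reached by 1 of 10 splits, as were the 154 for SCN against control (132 higher and 22 lower), and 10 splits cannot exclude chance at 0.05. The count of 3 became 8 without SBA replicate 1, 5 without SCN:SBA replicate 3, and 1 without SCN replicate 1 or 2, SBA replicate 2 or control replicate 2. It became 0 in edgeR without control replicate 1 or 3, against 6732 at an unadjusted p under 0.05 with all libraries and 1384 by DESeq2. The count of 154 became 301 and 964 without SBA replicates 1 and 2, and 1 without SCN replicate 2. It became 0 in edgeR without SCN replicate 3, SCN:SBA replicate 2 or any of the 3 control libraries, against 6230 at an unadjusted p under 0.05 with all libraries and 2034 by DESeq2.

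The nearest library by r was of the same group for 23 of 47 libraries, of the same cultivar and time point for 42, of the same cultivar for 45 and of the same time point for 44.

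Libraries of MN1806CN had fewer of their trimmed reads counted on the transcripts of Williams 82, by −7.38 percentage points. A difference of the cultivar's sequence from the reference might lower the count, and this was tested on genes with no count at all. At a depth of 8472681 counts per library, 3 genes had no count in any MN1806CN library and a count in every PI518671 library, and 3 had the reverse, while without thinning there were 5 and 1. The MN1806CN control libraries at 5 dpi, which received no SCN, had a mean of 77.5%, against 86.6% with SCN in MN1806CN and 92.8% in the PI518671 control. At 30 dpi the MN1806CN control (78.4%, n = 2) was not below MN1806CN with SCN (78.0%), but it was below the PI518671 control (87.2%). The gap between the controls at both time points argues against reads of SCN as the cause. With SCN the means in MN1806CN and PI518671 were 86.6% and 88.7% at 5 dpi, and 78.0% and 88.5% at 30 dpi. A loss fixed by sequence would be alike in all treatments, so the values at 5 dpi argue against it as the only cause there. The shares of sequence differences and of other reasons for unmapped reads, such as reads of microbes, cannot be told apart. The unmapped reads were not used here, and genes absent as a whole are only part of what sequence differences would change.

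The summed CPM of the 4 IDs of the nodule list ran from 15.1 to 19600 over the libraries, and all 4 had counts in every library. Within a group the highest library was 1.71 to 204.8 times the lowest, with a median of 15.5 times. The SD within groups of the log2 of the sum was 2.36, and that of single IDs 2.19 to 2.46, against a median of 0.34 over all genes. Reads shifted between these similar genes would leave the sum steady, so the spread of the sum argues against reads shared between paralogs. The 4 IDs moved together within groups, with a mean r of 0.978. A candidate explanation is that roots differed in nodules, but roots without nodules were not labelled, so nodules and any other cause that moves the 4 IDs together cannot be told apart. The list comes from general knowledge, and the tissue studied expresses all 4 IDs.

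The paper's text gives a GC content of 43% to 45%, while its Table 1 lists 46% for 3 libraries of 5 dpi, the MN1806CN control replicates 1 and 3 and the PI518671 control replicate 2. GC content was not recomputed here.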
